A study of Mus musculus with 9 samples. Its data were reported in "KEAP1 retention in phase-separated p62 bodies drives liver damage under autophagy-deficient conditions" (2025).

How the data were processed

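Poly(A) RNA of 9 mouse livers was sequenced, with 3 livers in each of 3 genotype groups. The livers of the group called cont. came from mice with floxed Atg7 and no Cre recombinase. The Atg7-KO livers carried the same floxed alleles and Cre driven by the albumin promoter, which deletes Atg7 in hepatocytes. The Atg7-KO;p62-S351A livers, called S351A from here on, also carried a p62 allele in which a serine had been replaced by alanine on both copies. Libraries were assigned to groups and replicate numbers by their titles. For replicates 2 and 3 of S351A, the genotype entry of the labels names a position in p62 that differs from the one in the title, counting up by 1 with each replicate. The titles were followed, and the allele could not be read from a table of counts, so the name S351A rests on the titles. No library was left out of the comparisons. Other genotypes of the study were not analysed here.

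The authors mapped the reads to mm10 with STAR and estimated gene levels with RSEM. The deposited table holds expected counts, which are estimated read counts for each gene, without scaling between libraries. In each library, between 4.40% and 7.75% of the values were not whole numbers, and all values were rounded. The annotation, the strand setting and the tool versions behind the table were not stated. The table names genes by symbol. Of its 24411 genes, 23376 had a symbol that is a gene name in GENCODE release M21 for mm10, which gave the positions and gene types.

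Library totals ranged from 713841 to 15426600 counts. A gene with 3 counts in a library was taken as being at that library's floor, which lay between 0.269 and 3.73 CPM (counts relative to the library total) on the TMM scale. Floors and intervals cover counting error only, since reads without molecular identifiers are not independent molecules. Within groups, squared differences between pairs of replicates were 2.31 to 122 times what counting error alone gives, and log2 CPM correlated across genes with r between 0.882 and 0.974. Genes are not independent replicates.

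Counts were analysed with edgeR 4.0.16 in R 4.3.3. The function filterByExpr, with a minimum count of 10 and a minimum total of 15, kept 11199 genes. Libraries were scaled by TMM factors. One quasi-likelihood model with a term per group was fitted to all 9 libraries, and each of the 3 pairs of groups was compared by edgeR's quasi-likelihood F test. A gene was called when its p-value after Benjamini-Hochberg adjustment over the 11199 genes was under 0.05 and its fold change above 1.5. An F test on both group terms together found genes that differed among the 3 groups. The standard errors (SE) given for log2 fold changes are those implied by the test's p-value. Levels are CPM on the TMM scale. Log2 CPM values used a prior count of 2. When every library of one group was at its floor, the fold change was given as a lower bound against the floor.

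Recovery was defined for each gene called in Atg7-KO against cont. as the share of its log2 change that was absent in S351A against cont., so that 0% is the Atg7-KO level and 100% the cont. level. The median over genes was computed from the fitted values and for each S351A library. Libraries of Atg7-KO and cont. were held out of the calls in turn to give the values of no recovery and full recovery. Gene lists were tested with camera at a preset correlation of 0.01, with fry and with camera at an estimated correlation, all from limma 3.58.1, with Benjamini-Hochberg adjustment over the 30 tests of 10 lists in 3 comparisons. The lists held NRF2 targets, cytochrome P450 genes, genes of amino acid metabolism, proteasome subunits, ER-phagy receptors, ER chaperones, and markers of ductular cells, macrophages, stellate cells and matrix, and proliferation. Further lists of erythroid, endothelial, secreted hepatocyte, sex-linked and sex-biased genes served as checks. The NRF2 list included the 6 targets that the study measured. Principal components were computed from log2 CPM of all tested genes, centred per gene.

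The groups, the tests, the thresholds, the lists above and the rule for naming genes were fixed before the data were examined. The rule named Atg7, Sqstm1, Keap1, Nfe2l2, the 6 NRF2 targets that the study measured, the 4 ER-phagy receptors and Krt19. It added, for each comparison and direction, the 5 called genes with the largest log2 fold change, a mean of at least 10 CPM in the higher group and no overlap between the groups' libraries. Between 3 libraries and 3 others, chance gives such a separation to 10% of genes.

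The alternatives fixed in the same way were RLE size factors, total library size, library size without the 20 genes with most counts, no filter, at least 10 counts in every library, DESeq2 1.42.0, limma-voom, the 6 compared libraries alone, replicate number as a covariate, other thresholds, a prior count of 0.5, fewer genes in the principal components, shorter NRF2 lists, fry, and leaving out each of the 9 libraries in turn. Another 3 were chosen after the data had been seen. These were sex read from Xist and 4 Y-linked genes as a covariate, thinning of all libraries to the smallest total (median of 5 draws), and an offset for GC content and transcript length from a spline with 5 degrees of freedom per library. GC content and length were available for 10806 of the tested genes.

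The test was checked on simulated data with the spread and depth of these libraries, in which 200 of the 11199 genes were changed. The changed genes were drawn only from those above a minimum mean level. The shares below therefore do not cover the genes with the lowest levels. For Atg7-KO against cont., 94.5% of genes changed 4-fold and 7.5% of genes changed 2-fold were called. For S351A against Atg7-KO the shares were 80% and 1.5%. With 200 genes changed, the adjusted threshold is stricter than in a comparison in which many more genes differ, so these shares understate what was detectable against cont. Between 0 and 10 unchanged genes were called in each run. A further 10 draws simulated S351A from the fitted means of Atg7-KO, and another 10 drew all groups from the same means. All simulations drew each gene independently, so they lack differences that many genes of an animal share.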

Results

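RNA was measured in 9 livers, 3 each of cont., Atg7-KO and S351A. The cont. libraries held 1875320, 3554760 and 15426600 counts for replicates 1 to 3. The Atg7-KO libraries held 3675060, 2501400 and 1945480 counts, and the S351A libraries 792372, 761641 and 713841. Each S351A library was smaller than each library of the other groups, so depth and the p62 mutation were confounded. The 20 genes with most counts took 21.1% ± 2.75 of the counts in cont. (SD, n = 3), 15.1% ± 0.383 in Atg7-KO and 15.8% ± 1.007 in S351A. TMM factors were between 0.727 and 0.843 in cont., between 1.12 and 1.18 in Atg7-KO and between 1.07 and 1.14 in S351A. Levels of Xist and of 4 Y-linked genes gave 2 males and 1 female in cont., and 1 male and 2 females in each of the other groups. No sequencing batch was given in the labels.

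Atg7, the deleted gene, lies on chromosome 6 of mm10 from 114643097 to 114860614 on the + strand. Its level was 45.1, 57.8 and 42.4 CPM in the cont. libraries, 30.2, 28.0 and 28.4 CPM in the Atg7-KO libraries, and 21.8, 24.8 and 22.2 CPM in the S351A libraries. The S351A values rest on 18 to 20 counts each. All 6 libraries with Cre were below all 3 cont. libraries. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, Atg7 was lower in Atg7-KO than cont. by a log2 fold change of -0.74 (SE 0.24, adjusted p 0.00758), and lower in S351A than cont. by -1.07 (adjusted p 0.00319). The change between S351A and Atg7-KO was -0.33 (adjusted p 0.849). With total library size as the scaling, the Atg7 change in Atg7-KO was -0.21 (adjusted p 0.829, range over all alternatives 0.00298 to 0.829). It was not past the threshold either without the 20 genes with most counts (-0.31, 0.208) or after thinning (-0.70, 0.0926). The table gives a single value per gene, so reads over the floxed exons could not be counted apart.

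The comparison of Atg7-KO with cont. addressed what the loss of autophagy in hepatocytes does to the liver transcriptome. Of 11199 genes tested, 2226 were called higher and 2027 lower in Atg7-KO. The scaling moved these counts most. With total library size, 4284 genes were called higher and 801 lower, and 3027 of the 4253 calls under TMM were made again in the same direction. Total library size moved the median log2 fold change of all genes by 0.545 in Atg7-KO against cont. and by 0.493 in S351A against cont., and among the preset lists it turned the direction of the ER-phagy receptors in all 3 comparisons. The corresponding shifts without the 20 genes with most counts were 0.435 and 0.394, and the GC and length offset shifted Atg7-KO against cont. by -0.126. Changes below are relative to TMM scaling.

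By the naming rule, 1695 of the genes called higher and 1876 of those called lower in Atg7-KO were eligible. The genes ranked highest were Styk1, Tekt5, Apela, Slc7a11 and Mmp7, each higher in 3 of 3 Atg7-KO libraries than in every cont. library. Tekt5 (chromosome 16, 10357948 to 10395490, - strand) was at its floor in every cont. library and at 148 ± 41.2 CPM in Atg7-KO (SD, n = 3), at least 77.6-fold higher. The lower bounds were 37.7-fold for Styk1, 86.4-fold for Slc7a11 and 12.6-fold for Mmp7. Apela, with a mean of 0.267 CPM in cont. and 312 CPM in Atg7-KO, had a log2 fold change of 9.55 in edgeR's quasi-likelihood test (adjusted p 1.77e-06). The genes ranked lowest were Mup7, Mup19, Mup15, Gm2083 (Mup13 in GENCODE) and Mup9, which are neighbouring paralogs on chromosome 4 among which reads can be shared. Their log2 fold changes were -9.28, -8.64, -8.62, -8.21 and -8.09. The spread between cont. libraries was large for these genes, at 5864 ± 7147 CPM for Mup7 and 206 ± 272 CPM for Mup9. In limma-voom Mup9 was not past the threshold (-6.89, adjusted p 0.189), and without Atg7-KO replicate 1 its change was -12.2.

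A second question was whether targets of NRF2, the transcription factor that accumulates when p62 binds KEAP1, rise with loss of Atg7. Nqo1 (chromosome 8, 107388225 to 107403206, - strand) was at 14.2 ± 6.62 CPM in cont., 306 ± 71.8 CPM in Atg7-KO and 139 ± 28.5 CPM in S351A (SD, n = 3 in each group). Pgd (chromosome 4, 149149991 to 149166771, - strand) was at 47.8 ± 3.95, 456 ± 23.2 and 238 ± 75.7 CPM in the same order. Gclc (chromosome 9, 77754535 to 77794485, + strand) was at 410 ± 95.3, 1009.6 ± 179 and 536 ± 70.0 CPM. Gstm1 (chromosome 3, 108012255 to 108017973, - strand), which has close paralogs, was at 2631 ± 266, 9919 ± 972 and 6709.6 ± 393 CPM. In Atg7-KO against cont., edgeR's quasi-likelihood test gave log2 fold changes of 4.46 for Nqo1 (adjusted p 4.68e-06), 3.25 for Pgd (adjusted p 4.39e-06), 1.30 for Gclc (adjusted p 0.00168) and 1.91 for Gstm1 (adjusted p 1.20e-04). Each of these 4 genes was higher in 3 of 3 Atg7-KO libraries than in every cont. library. Ugdh (chromosome 5, 65413221 to 65435949, - strand, overlapping Gm43552) was at 259 ± 135, 419 ± 58.2 and 301 ± 17.9 CPM, and its change of 0.70 in Atg7-KO was not past the threshold (edgeR adjusted p 0.0971). That call depended on 1 library and on the scaling. Without cont. replicate 1 the change of Ugdh was 1.19 (adjusted p 0.00250), without cont. replicate 2 it was 0.43 (0.274), with total library size 1.20 (0.0112) and without the 20 genes with most counts 1.11 (0.0156), in a range of adjusted p over the alternatives from 0.00250 to 0.274. Sqstm1, the gene of p62 (chromosome 11, 50199366 to 50210827, - strand, overlapping Mrnip), was at 423 ± 47.4, 550.5 ± 60.7 and 408 ± 28.5 CPM, with a change of 0.38 (adjusted p 0.169). Though not called, Sqstm1 was higher in 3 of 3 Atg7-KO libraries than in every cont. and every S351A library. The lowest Atg7-KO value was 481 CPM, and the highest values were 477 CPM in cont. and 437 CPM in S351A. The change of Sqstm1 was past the threshold with total library size (0.90, adjusted p 0.00487) and without the 20 genes with most counts (0.80, 0.00828), in a range of adjusted p from 0.00487 to 0.418.

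**Figure D1:**
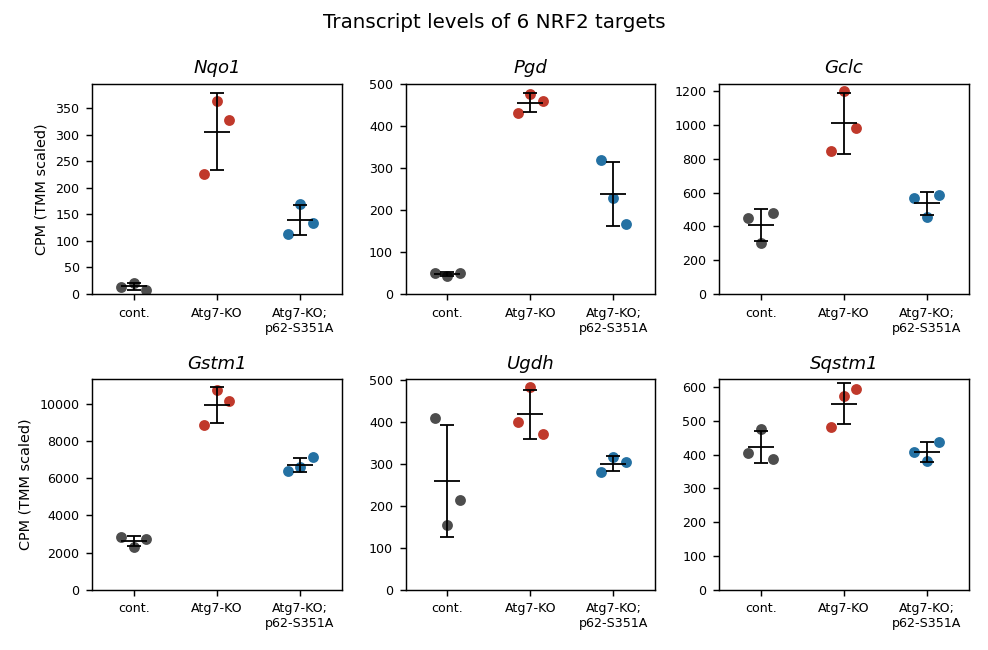
Transcript levels in CPM on the TMM scale of the 6 NRF2 targets in each library, with points for libraries and bars for the mean and SD of 3 libraries per group. For Nqo1, Pgd, Gclc, Gstm1 and Sqstm1 every Atg7-KO library lay above every cont. library and above every S351A library, for Sqstm1 by a small margin over cont.

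The list of NRF2 targets held 43 genes, of which 36 were higher in Atg7-KO than cont., with a median log2 fold change of 1.22. Of these genes, 31 were called higher or lower over all genes tested and 33 when adjusted over the list alone. Camera gave an adjusted p of 5.03e-14, fry 6.80e-05, and camera with an estimated correlation 0.108. Per library, the median log2 level of the list relative to cont. was -0.02 ± 0.10 in cont., 1.27 ± 0.19 in Atg7-KO and 0.80 ± 0.06 in S351A (SD, n = 3). The median of Atg7-KO against cont. was between 1.06 and 1.75 over the alternatives. Neither Keap1 (chromosome 9, 21229730 to 21239361, - strand) nor Nfe2l2, the gene of NRF2 (chromosome 2, 75675513 to 75704641, - strand), was called. Their log2 fold changes in Atg7-KO were 0.28 (edgeR adjusted p 0.335) and -0.77 (0.0782). Both calls changed with the processing. Nfe2l2 was called lower with no filter (-0.83, adjusted p 0.0148), with replicate number as a covariate (-0.73, 0.0293), with sex as a covariate (-0.96, 0.0337) and without S351A replicate 3 (-0.77, 0.0352), in a range of adjusted p over the alternatives from 0.0148 to 0.584. Keap1 was called higher with total library size (0.82, 0.00852) and without the 20 genes with most counts (0.71, 0.0172), in a range from 0.00852 to 0.882.

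Among the other preset lists, fry placed 8 of 9 past an adjusted p of 0.05 in Atg7-KO against cont., the exception being the ER-phagy receptors. The cytochrome P450 list (51 genes) had a median log2 fold change of -2.68 with 42 genes lower (fry adjusted p 0.00306). Without cont. replicate 2 that median was -1.45, still past the threshold of camera, and the medians per Atg7-KO library relative to cont. averaged -1.66 ± 0.09 (SD, n = 3). Amino acid metabolism (37 genes) was at -1.65 with 37 genes lower (0.00112), and the proteasome (37 genes) at -0.60 with 29 genes lower (0.00646). The ER chaperones (14 genes) were at -0.95 with 13 genes lower (0.00102). The size of these last 2 falls depended on the scaling. With total library size the proteasome median was -0.065 and the chaperone median -0.40. Without the 20 genes with most counts they were -0.17 and -0.52. The ductular list (9 genes) was at 2.92 with 9 genes higher (0.00112), and at 2.64 with genes at the floor in cont. set to their bound. The macrophage list (15 genes) was at 1.42 with 12 genes higher (3.96e-04), and stellate cells and matrix (10 genes) at 1.68 with 10 genes higher (0.00101). The proliferation list (13 genes) was at 3.64 with 13 genes higher (0.00101), and at 2.19 with floor genes at their bound. Krt19 (chromosome 11, 100140810 to 100148665, - strand), a ductular marker, rose from 1.77 ± 1.77 CPM in cont. to 12.6 ± 3.65 CPM in Atg7-KO, with a log2 fold change of 3.33 (edgeR adjusted p 5.13e-04, higher in 3 of 3 libraries). When adjusted over the list alone, 41 cytochrome P450, 35 amino acid, 25 proteasome, 10 chaperone, 8 ductular, 11 macrophage, 10 matrix and 13 proliferation genes were called, against 39, 35, 21, 9, 8, 11, 8 and 13 over all genes tested.

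The ER-phagy receptor list (4 genes) had a median of -0.10, with 1 gene higher and 3 lower (camera adjusted p 0.876, fry adjusted p 0.7003). None of the 4 genes was called over all genes or when adjusted over the list alone, and 2 had an unadjusted p-value under 0.05. The log2 fold changes were 0.48 for Ccpg1 (SE 0.22, edgeR adjusted p 0.0754), -0.13 for Tex264 (SE 0.19, adjusted p 0.616), -0.07 for Sec62 (SE 0.35, adjusted p 0.902) and -0.66 for Fam134c, an earlier symbol of Retreg3 (SE 0.32, adjusted p 0.0854). For Ccpg1 and Fam134c the calls changed with the processing. Ccpg1 was called higher with total library size (1.02, adjusted p 0.00105) and without the 20 genes with most counts (0.91, 0.00247). Its adjusted p was also under 0.05, at a fold change under 1.5, with at least 10 counts in every library (0.56, 0.0413), with the 6 compared libraries alone (0.52, 0.0443) and without S351A replicate 3 (0.48, 0.0441), in a range from 0.00105 to 0.281. Fam134c was called lower with no filter (-0.72, 0.0328) and without cont. replicate 1 (-0.84, 0.0310), and was at -0.28 (0.425) without cont. replicate 3, in a range from 0.0310 to 0.807. The change of Sec62 was 0.32 without cont. replicate 1 and -0.37 without cont. replicate 3, and that of Tex264 was -0.23 without cont. replicate 1 and -0.075 without cont. replicate 2. The list median was 0.42 with total library size, 0.049 without cont. replicate 1 and -0.19 without cont. replicate 3. The upper 95% limits of the log2 fold changes, normal intervals from these SEs, were 0.246 for Tex264, 0.913 for Ccpg1, 0.615 for Sec62 and -0.036 for Fam134c with TMM, each under a 2-fold rise. Over the 30 tests of lists, 23 had an adjusted p under 0.05 in camera, 19 in fry and 1 in camera with an estimated correlation. That 1 was the NRF2 list in S351A against Atg7-KO.

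The comparison of S351A with Atg7-KO addressed what the p62 mutation changes in livers without Atg7. No gene was called higher and 1 gene, Tekt5, was called lower. Without adjustment, 739 genes (6.60% of those tested) had a p-value under 0.05, with 379 higher and 360 lower. In 10 simulated draws in which S351A had the means of Atg7-KO, this share was 4.44% to 5.06%, and 0 to 1 genes were called. The share was thus above the simulated range, while the number of called genes was within it. The draws took each gene independently and lack differences that many genes of an animal share. A share above their range therefore does not by itself show an effect of the mutation. The alternative without a filter moved the counts most, to 61 higher and 37 lower. Tekt5 was at 31.6 ± 6.55 CPM in S351A (SD, n = 3), lower in 3 of 3 libraries than in every Atg7-KO library. Its log2 fold change was -2.22 in edgeR's quasi-likelihood test (SE 0.48, adjusted p 0.0344), with adjusted p between 1.12e-07 and 0.398 over the alternatives. Tekt5 was not called in limma-voom, or without any one of cont. replicate 1 (adjusted p 0.0754), Atg7-KO replicate 2 (0.185) or 3 (0.229), or S351A replicate 1 (0.0524), 2 (0.288) or 3 (0.398).

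The NRF2 list fell in this comparison, with a median log2 fold change of -0.64 and 40 of 43 genes lower. The adjusted p was 9.79e-25 in camera, 0.00102 in fry and 0.0465 in camera with an estimated correlation. All 3 S351A libraries, with list medians from 0.73 to 0.84 relative to cont., were below all 3 Atg7-KO libraries, with 1.07 to 1.46. No gene of the list was called over all genes in edgeR's quasi-likelihood test, while 7 were called with DESeq2, 7 with no filter and 1 without S351A replicate 1. With all libraries, 26 had an unadjusted p-value under 0.05, all of them lower, and 19 were called when adjusted over the list alone. That number was 0 without Atg7-KO replicate 2 and 7 without S351A replicate 2. The median stayed between -0.74 and -0.58 over the alternatives. The changes of Nqo1 (-1.13, adjusted p 0.468), Gclc (-0.91, adjusted p 0.466), Pgd (-0.94, adjusted p 0.382), Gstm1 (-0.56, adjusted p 0.742), Ugdh (-0.48, adjusted p 0.849) and Sqstm1 (-0.43, adjusted p 0.766) were not past the threshold in edgeR's quasi-likelihood test. The call of Nqo1 was made without a filter (adjusted p 0.0186), and those of Gclc (0.0462) and Pgd (0.0346) in DESeq2, in ranges over the alternatives that reach 1.00. Camera also had adjusted p-values under 0.05 for the cytochrome P450 (median 0.61), amino acid (0.34), macrophage (-0.23) and proliferation (-0.22) lists, and none of these held under fry, whose adjusted p-values were 0.223, 0.331, 0.223 and 0.125. Single libraries moved these medians. The cytochrome P450 median was 0.23 (camera adjusted p 0.0652) without S351A replicate 3. The amino acid median was -0.030 (0.760) without S351A replicate 3 and 0.57 without S351A replicate 1, and the macrophage median -0.16 (0.120) without Atg7-KO replicate 3. The proliferation median was -0.19 (0.0718) without S351A replicate 1, -0.36 without Atg7-KO replicate 2 and -0.40 without S351A replicate 3. The medians of the remaining lists were -0.05 for the proteasome, 0.03 for the ER-phagy receptors, 0.23 for ER chaperones, 0.18 for ductular cells and -0.23 for stellate cells and matrix, with fry adjusted p-values from 0.256 to 0.809. The matrix median was past the threshold of camera without Atg7-KO replicate 2 (-0.33, adjusted p 0.0319) or S351A replicate 1 (-0.36, 0.0242), and was -0.15 and -0.14 without S351A replicates 2 and 3. The chaperone median was past it with DESeq2 (0.24, 0.0292). The ductular median was 0.40 without Atg7-KO replicate 1, 0.063 without Atg7-KO replicate 2, -0.061 without S351A replicate 1 and 0.39 without S351A replicate 3. The proteasome median was -0.11 without Atg7-KO replicate 1 and 0.011 without Atg7-KO replicate 3. The ER-phagy median was -0.015 without Atg7-KO replicate 3 and -0.0065 without S351A replicate 1. When adjusted over the list alone, 3 cytochrome P450 genes and 0 genes of each of the other lists were called. Unadjusted p-values were under 0.05 for 15 cytochrome P450, 7 amino acid, 1 proteasome, 0 ER-phagy, 1 chaperone, 1 ductular, 2 macrophage, 1 matrix and 2 proliferation genes.

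The comparison of S351A with cont. addressed how far the double mutant livers remained from those with autophagy. Here 1748 genes were called higher and 1460 lower. The number called lower was 872 without S351A replicate 1 and 848 without S351A replicate 2. Genes called higher in both Atg7-KO and S351A than cont. numbered 1583, genes called lower in both 1280, and genes with opposite calls 0. Of 3924 genes with an unadjusted p-value under 0.05 in both comparisons with cont., 1 had opposite directions. Another 643 genes were called higher and 747 lower in Atg7-KO alone, and 165 higher and 180 lower in S351A alone. The difference between the groups for those genes was tested by the comparison of S351A with Atg7-KO. Across genes, the log2 fold changes of Atg7-KO and of S351A against the shared cont. libraries correlated with r = 0.940. The shared libraries alone gave 0.389 to 0.440 in simulated data without any change, and 0.956 to 0.961 when S351A had the means of Atg7-KO. Genes are not independent replicates, and no p-value is given for this correlation. The F test found 3932 genes differing among the 3 groups.

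By the naming rule, 1268 genes called higher and 1336 called lower in S351A than cont. were eligible. The highest were Mmp7 (at least 13.01-fold higher), Apela (log2 fold change 8.98), Lrtm2 (at least 9.96-fold, overlapping Cacna2d4), Gm10471 (at least 6.70-fold) and Styk1 (at least 6.46-fold). The lowest were Mup15 (-10.24), Mup12 (at least 233-fold lower), Mup7 (-8.75), Gm7367 (at least 3.70-fold lower) and Mup1 (-8.09). Among the cont. libraries, the female one had the lowest level of each of these Mup genes. Mup1 was not past the threshold in limma-voom (-7.74, adjusted p 0.0565). Gm7367, a processed pseudogene, had an adjusted p of 0.0463 and was not called with DESeq2 (0.120), with either library-size scaling, or without any one of cont. replicates 1 (0.0724) and 3 (0.0747) and S351A replicates 1 (0.116), 2 (0.116) and 3 (0.0891). Among the named NRF2 targets, Nqo1 was higher than cont. by 3.33 (adjusted p 6.22e-05), Pgd by 2.31 (7.55e-05) and Gstm1 by 1.35 (0.00192) in edgeR's quasi-likelihood test, each in 3 of 3 libraries. Gclc was higher by 0.39 (adjusted p 0.272) and not called. Krt19 was higher by 3.69 (adjusted p 8.05e-04).

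The NRF2 list had a median log2 fold change of 0.72 in S351A against cont., with 32 of 43 genes higher (camera adjusted p 5.11e-08, fry adjusted p 3.96e-04), 23 called over all genes and 28 adjusted over the list alone. The medians of the other lists were -1.57 for cytochrome P450, -1.28 for amino acid metabolism, -0.69 for the proteasome, -0.05 for the ER-phagy receptors, -0.75 for ER chaperones, 3.10 for ductular cells, 1.13 for macrophages, 2.01 for stellate cells and matrix and 3.17 for proliferation. Without cont. replicate 2 the cytochrome P450 median was -1.02, without cont. replicate 3 the chaperone median was -0.48, and without S351A replicate 3 the ER-phagy median was 0.0081. With total library size the proteasome median was -0.20 and the chaperone median -0.25, and without the 20 genes with most counts they were -0.30 and -0.35. With floor genes at their bound, the ductular median was 2.71 and the proliferation median 1.70. Fry adjusted p-values were 0.662 for the ER-phagy receptors, 0.00646 for the proteasome, 0.00562 for cytochrome P450 and between 0.00102 and 0.00151 for the other 6 lists. When adjusted over the list alone, 37 cytochrome P450, 34 amino acid, 23 proteasome, 0 ER-phagy, 8 chaperone, 9 ductular, 11 macrophage, 8 matrix and 11 proliferation genes were called.

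Recovery measured how far S351A livers had moved from Atg7-KO back to cont. For the 2226 genes higher in Atg7-KO the median recovery of the fitted values was 10.7%, and for the 2027 genes lower it was 16.9%. Leaving out genes at the floor in a whole group (118 and 17 genes) gave 10.98% and 17.0%. For genes higher, the 3 S351A libraries gave 5.46%, 7.66% and 25.1% (mean 12.7% ± 10.8, SD, n = 3). For genes lower they gave 4.36%, 7.42% and 35.6% (mean 15.8% ± 17.2). Atg7-KO libraries held out in turn gave 1.67% ± 3.66 and 3.57% ± 2.00, and cont. libraries held out in turn 92.6% ± 6.82 and 88.6% ± 7.11. Simulated S351A libraries with the means of Atg7-KO gave 2.32% to 3.75% and 4.43% to 6.37%. Replicate 3 of S351A carried much of the group value. Without it the medians were 5.60% and 5.11%, and with it the mean exceeded that of the held-out Atg7-KO libraries by less than the SD between S351A libraries for genes lower and by little more than that SD for genes higher. Of the genes higher and lower in Atg7-KO, 68.5% and 75.1% had moved towards cont. in S351A, against means of 56.5% and 57.5% in the simulated draws. The draws lack differences that many genes of an animal share. Their ranges are therefore too narrow to show that these shares or recoveries exceed no effect.

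Recovery differed between NRF2 targets and other genes. The 28 genes of the list called higher in Atg7-KO had a median recovery of 30.8%, with 30.4%, 30.8% and 36.5% in the 3 S351A libraries (mean 32.6% ± 3.40, SD, n = 3). The other 2198 genes called higher had 10.3%, with 5.08%, 6.79% and 24.8%. All 28 list genes and 1497 of the 2198 others were lower in S351A than in Atg7-KO. Among 10000 random sets of 28 called genes matched on expression, the central 95% of medians lay between 4.69% and 27.3%, and 84 sets were at or above 30.8%. From log2 CPM without S351A replicate 3, the medians were 33.6% for the list and 7.12% for the others, and without S351A replicate 1 they were 34.3% and 16.9%.

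**Figure D2:**
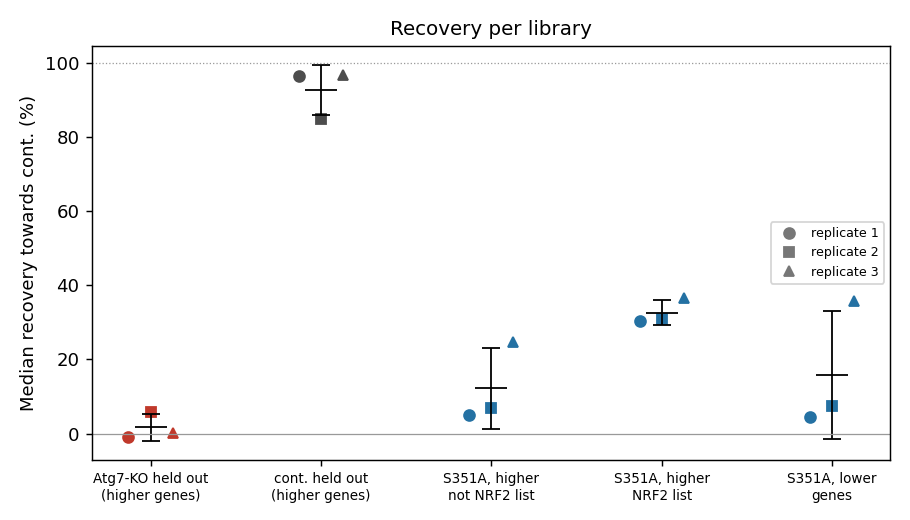
Median recovery towards cont. in percent per library, with points for libraries and bars for the mean and SD of 3 libraries, where 0% is the Atg7-KO level and 100% the cont. level. In the S351A libraries NRF2 list genes recovered by 30.4% to 36.5%, and replicate 3 lay above the other replicates for the genes outside the list.

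The first principal component held 60.8% of the variance and the second 10.6%. On a scale along the first component from 0% at the mean of cont. to 100% at the mean of Atg7-KO, S351A libraries were at 99.5%, 98.9% and 73.4% (mean 90.6% ± 14.9, SD, n = 3), and Atg7-KO libraries at 100% ± 1.67. The distance between group centroids was 127 from cont. to Atg7-KO, 117 from cont. to S351A and 46.8 from Atg7-KO to S351A. Noise in the means of 3 libraries adds to each of these distances, and no test was made of them.

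**Figure D3:**
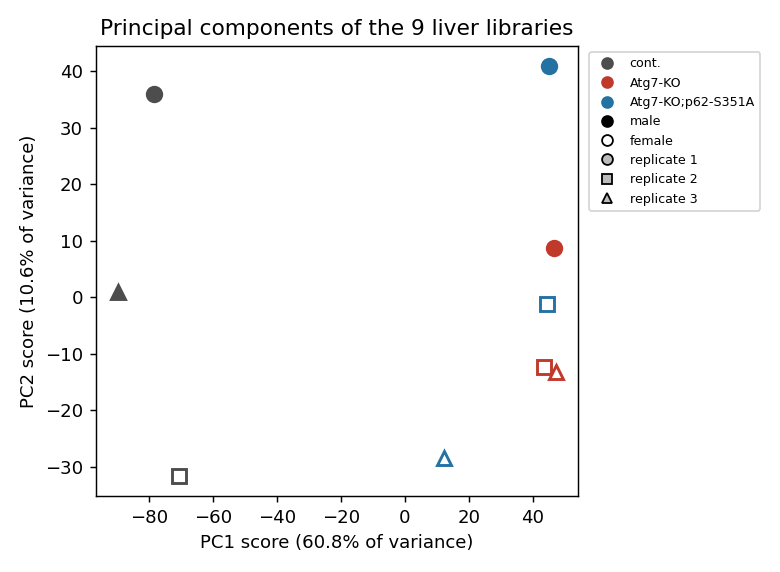
Scores of the 9 libraries on the first and second principal components of log2 CPM over 11199 genes, with colour for group, fill for sex read from transcripts and marker shape for replicate number. The S351A libraries lay near the Atg7-KO libraries on the first component, except replicate 3 at 73.4% of the way from cont. to Atg7-KO.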

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

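The tests of explanations in this part were chosen after the results had been seen. Sex was not given in the labels and was read from Xist and 4 Y-linked genes, so it is a property found in the data and not a group of the study. The change from cont. was compared between females and males by an interaction term of sex and genotype, with 1 female cont. library and 3 residual degrees of freedom.

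A preset list of male-biased genes, of which 4 were tested, changed differently between the sexes. The female minus male difference of the log2 change had a median of 3.93 for Atg7-KO against cont. (fry adjusted p 0.0413 over 4 tests) and 2.63 for S351A against cont. (fry adjusted p 0.0492). For 3 female-biased genes the differences were -6.45 (fry adjusted p 0.125) and 0.71 (fry adjusted p 0.991), not past the threshold. Median levels of the male-biased genes were 1207 CPM in male cont., 56.5 CPM in female cont., 150 CPM in male Atg7-KO and 68.2 CPM in female Atg7-KO libraries. The genes started at a low level in the female cont. library, and a low baseline that leaves little room to fall could give such a difference. The level of 56.5 CPM is above the floor and comes from a single library, so a low baseline and a change of the genes that depends on sex cannot be told apart here. A change in males that depends on the loss of Atg7 stays open as an untested biological explanation.

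The difference between the sexes was past the threshold for 3 genes in Atg7-KO against cont., with 445 genes at an unadjusted p-value under 0.05. Gm4956 differed by 6.67 (edgeR adjusted p 0.0175), Mt1 by -5.85 (edgeR adjusted p 0.0138) and Mt2 by -7.32 (edgeR adjusted p 0.00803). In S351A against cont. no gene passed, with 511 at an unadjusted p-value under 0.05, and the differences for Gm4956, Mt1 and Mt2 were 7.03, -4.57 and -6.11 (edgeR adjusted p 0.0959, 0.155 and 0.128). All of these numbers depend on the female cont. library. Mt1 was at 1138 CPM in that library and at 13.99 and 6.72 CPM in the male cont. libraries. Mt2 was at 689, 3.81 and 1.52 CPM in the same order, and Gm4956 at 0.704, 62.3 and 77.7 CPM. Metallothionein transcripts may differ in this animal for reasons unrelated to sex, such as handling or feeding, which were not tested. With 1 female cont. library, a value of that animal and an effect of sex cannot be told apart.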

How the results depend on the processing

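Each result was computed again under the alternatives described above, of which the sex covariate, the thinning and the GC and length offset were chosen after the data had been seen. The median recoveries and the medians of the NRF2 list kept their direction under all alternatives run. For the NRF2 list the range was 1.06 to 1.75 in Atg7-KO against cont., -0.74 to -0.58 in S351A against Atg7-KO and 0.50 to 1.20 in S351A against cont., and all stayed past the threshold of camera, or of fry where fry was the alternative. Across the fits that each left out 1 of the 9 libraries, recovery was 5.60% to 15.3% for genes higher and 5.11% to 23.04% for genes lower in Atg7-KO.

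In Atg7-KO against cont., 4284 genes were called higher and 801 lower with total library size, and 3777 and 976 without the 20 genes with most counts in the library size. Both scalings raise nearly all genes in the groups with Cre, as the median shifts show. A minimum of 10 counts in every library tested fewer genes and gave 1183 and 1321, and thinning to the smallest library, with fewer counts, gave 1354 and 1245. The number lower was 1224 at an adjusted p under 0.01 and 1061 with glmTreat, which are stricter by construction. With sex as a covariate 4212 genes were called, 3965 of them in the same direction as before.

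In S351A against Atg7-KO, 61 genes were called higher and 37 lower without a filter, and 23 and 17 with DESeq2. With the 6 compared libraries alone the numbers were 1 and 2. The number lower was 0 with at least 10 counts in every library, with limma-voom, at an adjusted p under 0.01 and with glmTreat, and 2 after thinning. The cause was not tested for these settings other than the stricter thresholds. Across the fits that each left out 1 library, 0 to 1 genes were called higher and 0 to 2 lower. With all libraries 739 genes had an unadjusted p-value under 0.05. In simulated data of this depth 80% of 4-fold and 1.5% of 2-fold changes were called, among genes above a minimum mean level. The counts thus speak to large changes of such genes.

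In S351A against cont., the numbers were 3498 higher and 512 lower with total library size, 3040 and 638 without the 20 genes with most counts, 1040 and 701 at an adjusted p under 0.01, and 1123 and 618 with glmTreat. The number higher was 940 with at least 10 counts in every library and 1115 after thinning. The number lower was 873 with the 6 libraries alone, and 848 to 1576 across the fits that each left out 1 library. The F test among the groups found 2373 genes with at least 10 counts in every library, 2374 at an adjusted p under 0.01 and 2280 after thinning. The share of the first principal component was 72.8% with the 500 genes of largest variance, and 58.04% to 64.9% across the fits that left out 1 library.

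The labels do not say that replicate numbers mark shared litters or batches. After removal of group means, same-numbered libraries correlated with 0.235 to 0.306 for number 1, 0.0738 to 0.175 for number 2 and -0.0415 to 0.160 for number 3. Number 1 was male and number 2 female in every group, so sex and a pairing were mixed, and the correlations neither establish nor exclude one. With replicate number as a covariate, 2297 genes were called higher and 2016 lower in Atg7-KO against cont., 0 and 1 in S351A against Atg7-KO, and 1863 and 1543 in S351A against cont.

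For the other preset lists, 565 of 591 refits of 27 results kept their direction and side of the threshold, 8 were weaker, 3 stronger and 15 reversed, none of them past the threshold. The ER-phagy median reversed to 0.42 with total library size and 0.32 without the 20 genes with most counts in Atg7-KO against cont., to -0.026 and -0.014, and -0.026 without a filter, in S351A against Atg7-KO, and to 0.42, 0.33, and 0.018 with at least 10 counts in every library, in S351A against cont. Across the fits that each left out 1 library it was -0.19 to 0.049, -0.015 to 0.077 and -0.10 to 0.0081 in the same order. In S351A against Atg7-KO these fits gave -0.030 to 0.57 for amino acid metabolism, -0.11 to 0.011 for the proteasome and -0.061 to 0.40 for ductular cells. The cause was not tested beyond the shift of the scalings.

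For the named genes, 945 of 1002 refits of 49 results kept their direction and side of the threshold, 20 were weaker, 21 stronger and 16 reversed, none of them past the threshold. In Atg7-KO against cont., Keap1 reversed to -0.050 with the GC and length offset. Tex264 reversed to 0.41 with total library size and 0.30 without the 20 genes with most counts. Sec62 reversed to 0.43 and 0.34 with these scalings, 0.021 with at least 10 counts in every library, 0.030 with limma-voom, 0.054 with replicate number as a covariate and 0.092 with the offset, and was -0.37 to 0.32 across the fits that left out 1 library. In S351A against Atg7-KO those fits gave -0.56 to 0.19 for Nfe2l2, -0.20 to 0.077 for Ccpg1, -0.074 to 0.34 for Fam134c and -0.045 to 0.64 for Krt19. The cause was not tested.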

Other observations

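The tests of erythroid genes, the genes with most counts and the ER-phagy receptors were planned ones. So were the recovery of NRF2 targets against sets matched on expression and the NRF2 list without the Gsta, Gstm and Gstp genes. The comparison of secreted hepatocyte genes with genes called lower was also planned. All other tests in this part were chosen after the results had been seen. The list of interferon-stimulated genes was written after the values of some of its members had been seen.

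Other splits of the libraries were fitted in the same way. For each pair of groups, the real split gave the most called genes, as 1 of the 10 splits of the 6 libraries into 3 and 3. The other splits called 0 genes in each comparison. For S351A and Atg7-KO the real split itself called only 1 gene. The median of the NRF2 list was farthest from 0 in the real split as well, again 1 of 10 in each comparison. The largest median among the other splits had a size of 0.57 for Atg7-KO and cont., 0.34 for S351A and Atg7-KO, and 0.39 for S351A and cont. With 10 splits the share cannot fall under 0.1. For the F test among the 3 groups, 1 of 100 splits drawn from the 280 possible ones, the real split, gave as many as 3932 genes, and the largest other number was 3617. The other drawn splits that kept the 3 cont. libraries together gave 3485 to 3617 genes. All remaining splits gave at most 1. The number thus rests mainly on cont. against the libraries with Cre, and depends little on which of those are S351A.

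Sex was unbalanced, with 1 female of 3 in cont. and 2 of 3 in each of the other groups. With sex as a covariate, 3965 of the 4253 calls in Atg7-KO against cont. and 2964 of the 3208 in S351A against cont. were made again in the same direction. That argues against sex as the whole cause of the differences, while it stays open for the genes no longer called. The 3 tested erythroid genes had a median log2 fold change of -2.59 in Atg7-KO against cont., larger than their spread in cont. (SD 1.15) and Atg7-KO (SD 1.05), with 2 of 3 genes called. The change was 0.42 in S351A against Atg7-KO and -2.17 in S351A against cont. Less blood in the Atg7-KO livers may account for the change of these genes. Their most abundant member, Hba-a2, was at 517 ± 283 CPM in cont. and 123 ± 45.4 CPM in Atg7-KO. Haemoglobin transcripts made up at most 0.072% of the counts of a library (95% Wilson interval 0.0693% to 0.0749%, cont. replicate 2), too little for blood to move the other genes.

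The fall of hepatocyte genes was set against dilution by other cell types. The 10 secreted hepatocyte genes had a median log2 fold change of -1.17 in Atg7-KO against cont., and the genes called lower a median of -1.15. This planned comparison decides nothing, since the second set was chosen for having fallen. Dilution of hepatocyte RNA by all other cell types in equal measure would raise their markers alike. The macrophage list exceeded the endothelial list by at least 1.40 in each Atg7-KO library and by at most 0.19 in cont. That argues against equal dilution only. Dilution by the cell types that rose, such as macrophages, would give the same excess. The comparison therefore does not exclude dilution, either for the genes called lower or for the cytochrome P450 list. Dilution also predicts falls of equal size. The secreted genes ranged from -3.08 for Apoa2 to 0.22 for Apob. The SD of their changes within a library was 0.809 to 0.918 in Atg7-KO and 0.317 to 0.443 in cont., but without Apoa2 the gap between the groups (0.539 to 0.658 and 0.315 to 0.460) was smaller than the range within cont. The secreted genes were at -1.09 in S351A against cont. and at 0.20 in S351A against Atg7-KO. The cytochrome P450 list was then compared with the secreted genes in each library. Its excess was at most -0.49 in an Atg7-KO library, with values from -0.63 to -0.49 in Atg7-KO and from -0.20 to 0.36 in cont. That gap was smaller than the range within cont. and decides nothing. A contribution of the cell types that rose stays open.

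The rise of the ductular, macrophage and matrix lists was tested against a lower share of hepatocyte RNA, which would raise the markers of all other cell types alike. The macrophage list exceeded the endothelial list by 1.40 to 2.05 in the Atg7-KO libraries and by 0.00 to 0.19 in cont. The smallest excess in Atg7-KO, 1.40, argues against a lower hepatocyte share as the whole cause for the macrophage list. A rise of particular cell types stays open. The ductular and matrix lists were not compared with the endothelial list in this way. Of the 9 endothelial genes, 5 were lower and 4 higher in Atg7-KO, with a median of -0.37. The medians were -0.08 in S351A against Atg7-KO and -0.44 in S351A against cont. In cont., 9 of the 15 macrophage genes and 8 of the 9 endothelial genes were at 10 CPM or more, and no gene of these lists was in another list. The most abundant macrophage genes were Clec4f, at 143 ± 31.7 CPM in cont. and 128 ± 38.1 CPM in Atg7-KO, and Csf1r, at 31.9 ± 2.02 and 85.7 ± 12.2 CPM. The most abundant endothelial gene was Stab1, at 118 ± 50.9 and 162 ± 14.4 CPM. A lower number of resident macrophages among more macrophages was not tested.

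With the 20 genes with most counts left out of the library size, the median of the NRF2 list in Atg7-KO against cont. was 1.64. That scaling raises nearly all genes, so the value alone decides nothing. The median of all tested genes was 0.40 in this setting and -0.03 with TMM. The list stayed above it in both settings, which argues against the few genes with most counts as the whole cause of the rise. For the fall in S351A against Atg7-KO, the list median was -0.66 with all libraries thinned to the smallest, -0.60 with the GC and length offset and -0.65 without the Gsta, Gstm and Gstp genes, against -0.64. These values argue against depth, GC content or length, and shared reads of glutathione S-transferase paralogs as the whole cause. The median recovery of the 28 called list genes, 30.8%, lay outside the central 95% of random sets matched on expression. With sets also matched on the size of the change in Atg7-KO, the central 95% was 2.62% to 17.4% and 0 of 10000 sets reached 30.8%. One hypothesis is that the p62 mutation may act on NRF2 targets more than on the rest of the response to the loss of Atg7. Animals of the groups could also differ in ways that the labels do not give, and that was not tested.

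The study saw higher protein levels of the ER-phagy receptors in Atg7-KO livers. Of the 4 receptor genes, 0 were called higher, with 1 of them higher at an unadjusted p-value under 0.05. Ccpg1 was called higher with total library size and without the 20 genes with most counts, settings that raise nearly all genes in Atg7-KO. The larger of the upper 95% limits with TMM and with total library size was 0.829 for Tex264 and 0.456 for Fam134c, which argues against a 2-fold rise of either. It was 1.55 for Ccpg1 and 1.18 for Sec62, both with total library size, so for these genes a 2-fold rise and no rise cannot be told apart across the scalings, although with TMM the limits were 0.913 and 0.615. For the 4 genes together, a smaller rise and no rise cannot be told apart, since the estimates depend on the scaling.

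Replicate 3 of S351A lay closer to cont. than the other S351A libraries. With all libraries thinned to a single total, its recovery over genes higher in Atg7-KO was 25.5%, against 4.93% and 7.54% for replicates 1 and 2. Over genes lower in Atg7-KO it was 38.4%, against 5.44% and 8.83%. Replicates 1 and 2 did not reach the recovery of replicate 3 at that total. These values argue against sequencing depth as the whole cause of the gap. On the linear scale, replicate 3 was shifted towards cont. by 13.9% over 67 genes nearly absent in Atg7-KO and by 41.3% over 138 genes nearly absent in cont. RNA of a cont. liver mixed in would give equal shares, but replicates 1 and 2 also had unequal shares, at 2.99% and 2.17% over the first set and 20.2% and 20.4% over the second. The other female S351A library, replicate 2, had a recovery of 7.66%. Library composition differed as well. Malat1 took 3.51% and 4.16% of the counts in replicates 1 and 2 and 1.54% in replicate 3, against 1.42% to 1.84% in Atg7-KO. A single library cannot separate a mixed sample, sex, the state of the animal and library composition. For replicate 3 these cannot be told apart.

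Interferon-stimulated genes were higher in Atg7-KO. A list of 29 genes had a median log2 fold change of 2.47 with 29 genes higher and 26 called (fry adjusted p 7.29e-05 over 3 comparisons), and of 2.99 with total library size. In S351A the median was 2.04 against cont. (28 higher, 25 called, fry adjusted p 2.01e-04) and -0.14 against Atg7-KO (21 lower, 0 called, 4 at an unadjusted p-value under 0.05, fry adjusted p 0.213). The most abundant gene in Atg7-KO and S351A, Rsad2, was at 47.3 ± 22.96 CPM in cont., 3466 ± 388 CPM in Atg7-KO and 4094 ± 2272 CPM in S351A. The smallest median of an Atg7-KO library was 2.45, and all 3 Atg7-KO libraries lay above all 3 cont. libraries, which argues against a single animal with a response. The excess over the macrophage list was 1.04, 1.27 and 0.602 in the Atg7-KO libraries and between -0.14 and 0.14 in cont. The gap between the groups was smaller than the range in Atg7-KO, so more macrophages and an interferon response beyond them cannot be told apart. Loss of Atg7 may raise interferon signalling in the liver, which is a hypothesis found and tested on the same data.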
